A study of Mus musculus with 10 samples.

How the data were processed

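RNA sequencing was carried out on 10 libraries of mouse bone marrow-derived macrophages, which are macrophages grown in culture from marrow precursors. Per the labels' protocols, marrow of wild-type (WT) mice or of mice lacking WASp (WKO) was cultured for 7 days with 20 ng/mL macrophage colony-stimulating factor. WASp is the product of the gene Was and activates branched actin assembly by the Arp2/3 complex in blood cells. Confined cells were held for 1 h under a ceiling of silicone micropillars at a height of 3 µm. Libraries were made from 5 ng of total RNA with a kit for polyadenylated RNA.

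Groups were taken from the genotype and treatment labels: 2 WT unconfined libraries, 2 WKO unconfined libraries, 3 WT confined libraries and 3 WKO confined libraries. Libraries are named by group and by the replicate number in their titles. No library was left out. The labels give no sequencing or library batch.

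The authors deposited 1 table of normalized read counts, a signal per gene and library, for 57010 Ensembl mouse gene identifiers. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels or the file header. In each library 100% of the values above 0 were whole multiples of the smallest one, so that whole reads could be recovered by division. Median-of-ratios size factors recomputed on these reads with DESeq2 1.42.0 equalled the deposited ones to within 3.33e-15. The deposited values are therefore read counts divided by 1 factor per library. Such scaling removes differences in depth and, as long as most genes do not change, in the share of reads taken by a few abundant genes. It does not remove differences in cell composition, GC content or gene length. Recovered totals ranged from 13295701 to 19329908 reads per library. At this depth 3 reads, taken here as the detection floor, correspond to a normalized read count between 2.35 and 3.60. This floor covers counting error only, because reads made by PCR without molecular identifiers are not independent molecules.

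Of the identifiers, 33419 were 0 in all libraries. Genes with a mean normalized read count of at least 10 over the 10 libraries were tested, which left 12455. Symbols came from the deposited table for 33149 identifiers and from the GENCODE M21 annotation for 20029. The remaining 3832 identifiers, 97 of them among the tested genes, are given by identifier. Because the build behind the table is not named, no coordinates are given; GENCODE M21 (GRCm38) served for names, gene order, exon overlap, GC content and transcript length. GC content and length were found for 12315 tested genes (98.9%).

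Values were tested as log2(normalized read count + 1) with limma 3.58.1 in R 4.3.3. A linear model with 1 mean per group was fitted to all 10 libraries (6 residual degrees of freedom), followed by empirical Bayes moderation with a mean-variance trend. A shared fit was used because 2 libraries per group give little information on spread. There were 5 contrasts: WKO against WT in unconfined and in confined cells, confined against unconfined in WT and in WKO, and the interaction, which is the confinement effect in WKO minus that in WT. Adjusted p-values are Benjamini-Hochberg values over the tested genes of a contrast, with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes.

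The 10 gene sets were listed in advance and were tested in every contrast with camera, a competitive test of set members against all other genes, at a fixed inter-gene correlation of 0.01. Its p-values were adjusted over the 50 tests. Exact permutation tests of the mean log2 value of a set were added after the camera results had been seen; they are two-sided and adjusted over 20 tests.

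The genes named in the text follow a rule fixed in advance. For each contrast these are up to 5 genes higher and 5 lower with the largest change among genes passing the threshold, with a mean of at least 50 and no overlap between the libraries compared. Where fewer than 3 genes passed, the 3 with the smallest p were taken. Was and up to 5 members of each passing set by smallest p were added. This gave 95 genes, of which the text describes a part. The values of 1 of them under the alternatives are not reported here and are left out of the tallies of such values. Other genes are said to have been chosen after their values were seen.

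Reads shared with similar genes were checked with blastn 2.17.0 for the 93 named genes with a transcript in GENCODE M21. For 17 of them another gene covered at least 20% of the longest transcript at 95% identity or more in stretches of at least 100 bases, and these are uncertain because the treatment of shared reads is not stated. Among the 95, 27 overlap an exon of another gene, which also leaves their counts uncertain.

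Replicate libraries were compared by a chi-square of their reads over genes with at least 20 reads. The statistic per degree of freedom was between 7.56 and 78.3, so that no pair agreed within sampling noise and all libraries were counted separately. This comparison cannot show that replicates come from separate animals or cultures, while the tests treat them as independent. Some replicate numbers recur in several groups. The labels do not say that they pair libraries, and WT and WKO libraries come from different animals, so the number was used as a block only as an alternative. The numbers 5 and 6 do not recur. Under the block, WKO confined replicate 5 and WT confined replicate 6 are therefore fitted exactly and add nothing to the contrasts.

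The procedure was tested on simulated reads for the 12455 genes, with the means, library sizes and dispersions of the real libraries and 200 genes changed. Of these, 143 were recovered in the confined genotype contrast, with 7 false calls, when WKO confined libraries were changed. In the interaction 81 of the 200 were recovered with 5 false calls, 64 of the 100 changed 4-fold and 17 of the 100 changed 2-fold. In the 8 simulated contrasts without a change there were 0 calls. Random gene sets had a camera p under 0.05 in 58 of 3000 tests; the simulated genes were independent, so that this does not cover sets whose genes vary together.

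The comparisons, gene sets, rule for named genes and the following alternatives were fixed before the data were examined: pseudocounts of 0.5 and 5, no filter or a mean of at least 50, TMM or upper-quartile scaling, no mean-variance trend, array weights, only the groups compared, the replicate block, the quasi-likelihood test of edgeR 4.0.16 and DESeq2 on the recovered reads, a log2 fold change of at least 1, the fry test of gene sets, and leaving out each library in turn. Added after the data had been seen were marker scores as covariates, a correction for GC content and transcript length within each library with and without the replicate block, and camera with the correlation estimated from the data.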

Results

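Gene expression was measured by RNA sequencing in bone marrow-derived macrophages of WT and WKO mice, either unconfined or after 1 h of confinement at a height of 3 µm. The title of the series names limits on nuclear envelope rupture and inflammation by WASp-driven actin polymerization as its subject. The design allows the effect of WASp loss to be measured in each condition, the effect of confinement in each genotype, and the difference between these effects.

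Depth was similar across the groups. The WT unconfined libraries held 15531020 and 15220111 reads (replicates 1 and 3) and the WKO unconfined libraries 14319544 and 13785787 (replicates 1 and 3). The WT confined libraries held 14608251, 13295701 and 19216408 reads (replicates 2, 3 and 6) and the WKO confined libraries 19329908, 14204100 and 13491262 (replicates 1, 2 and 5). Between 16306 and 17817 genes had at least 1 read in a library. The 10 most abundant genes took between 10.7% and 12.4% of the reads, and mitochondrially encoded genes between 1.11% and 1.96%.

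The first principal component held 30.7% of the variance and the second 23.2%. Both unconfined WKO libraries lay at -47.5 and -46.8 on the first component, and the 3 confined WT libraries between 35.96 and 43.13. The confined WKO libraries were the most dispersed, with replicate 5 at -65.9 on the second component against -24.5 and -15.9 for replicates 1 and 2. The median standard deviation of a gene within a group was 0.265 (log2) in WKO confined libraries, 0.160 in WT unconfined, 0.151 in WT confined and 0.123 in WKO unconfined libraries.

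**Figure D1:**
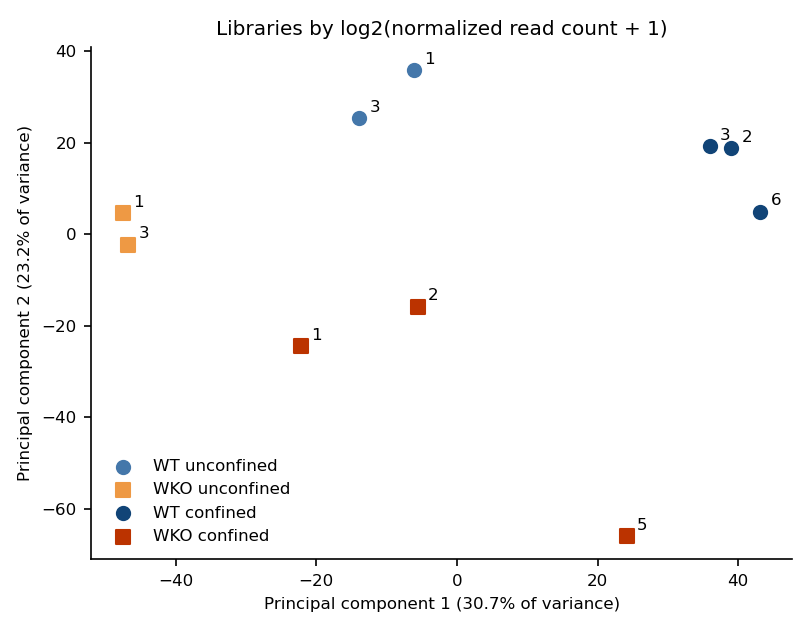
Principal components 1 (30.7% of variance) and 2 (23.2%) of the 10 libraries, from log2(normalized read count + 1) of 12455 genes. Each point is a library with its replicate number, circles are WT and squares WKO; WKO confined replicate 5 lies at -65.9 on the second component, apart from the other libraries.

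The targeted gene was examined first. Was (ENSMUSG00000031165) had a normalized read count of 1474 ± 234 (SD, n = 2) in WT unconfined and 148 ± 8.82 (SD, n = 2) in WKO unconfined libraries. In confined libraries it was 1612 ± 40.1 (SD, n = 3) in WT and 107 ± 15.5 (SD, n = 3) in WKO. The WKO mean was 10.0% of the WT mean in unconfined and 6.62% in confined cells. Was fell by 3.30 on the log2 scale in unconfined cells (SE 0.174, limma adjusted p 4.38e-06) and had a log2 fold change of -3.91 in confined cells (SE 0.142, limma adjusted p 5.99e-08). All 5 WKO libraries were below all 5 WT libraries, with between 92 and 156 reads of Was against between 1338 and 2053.

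The effect of WASp loss in unconfined cells came next. Of the 12455 genes, 18 passed the limma threshold, 6 higher and 12 lower in WKO, and 1196 had an unadjusted p under 0.05. The alternative that moved the count most, the replicate number as a block together with the GC and length correction, gave 385. With only the unconfined libraries fitted, 106 genes were higher and 83 lower, so that the balance of directions depended on the fit. Among the higher genes, Slc40a1 (ENSMUSG00000025993) rose from 4561 ± 147 to 11270 ± 501 (SD, n = 2 each; log2 fold change 1.30, SE 0.165, limma adjusted p 0.00849). Ighm (ENSMUSG00000076617) rose from 710 ± 25.3 to 4088 ± 208 (log2 fold change 2.52, limma adjusted p 0.0483), and its adjusted p ranged from 1.68e-06 to 0.228 over the alternatives, with 0.071 in edgeR's quasi-likelihood test. Dst, Cyp27a1 and Mertk also rose, by between 1.01 and 1.29 on the log2 scale; Dst overlaps exons of other genes and is uncertain. Beside Was, the genes with the largest falls were Il1rn, Gm20056, Tm4sf19 and Nes. Nes (ENSMUSG00000004891) went from 1711 ± 183 to 495 ± 23.4 (log2 fold change -1.79, SE 0.173, limma adjusted p 0.00187). Gm20056 went from a mean of 334 to a mean of 68.3, but its transcript is covered over 100% of its length by Chp1 at 98.6% identity, so that reads of the 2 genes are not separable with certainty.

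In confined cells, 322 genes passed the limma threshold between the genotypes, 172 higher and 150 lower in WKO, and 2087 had an unadjusted p under 0.05. The count was 1948 with array weights and 1 with marker scores of other cell types as covariates, which were the alternatives that moved it most in each direction. With the GC and length correction the balance changed to 223 higher and 443 lower. The largest falls beside Was were Serpinb9b, Eef1a2, Dcstamp and Mamdc2; Serpinb9b, like Ccn2 among the rises, overlaps an exon of another gene and is uncertain. Dcstamp (ENSMUSG00000022303) went from 268 ± 80.4 to 54.8 ± 6.70 (SD, n = 3 each; log2 fold change -2.23, SE 0.241, limma adjusted p 0.00141). The largest rises were Thbs2, Ccn2, Fstl1, Cxcl12 and Pdgfrb. Thbs2 (ENSMUSG00000023885) was 4.88 ± 4.32 in WT and 134 ± 113 in WKO (log2 fold change 4.70, SE 0.802, limma adjusted p 0.013), and its highest value of 262 was in WKO confined replicate 5. The same library had the highest value of 16 of 17 other marker genes of stromal cells.

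The genotype effects in the 2 conditions were compared. Of the 18 genes passing in unconfined cells, 17 also passed in confined cells, all in the same direction. Of the 322 genes passing in confined cells, 321 had the same direction in unconfined cells, where their median absolute log2 fold change was 0.753 against 0.951 in confined cells. The second of these medians is inflated by the selection of the genes on the confined comparison. Across all tested genes the fold changes had a Pearson r of 0.602 and a Spearman rho of 0.486; genes are not independent replicates.

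**Figure D2:**
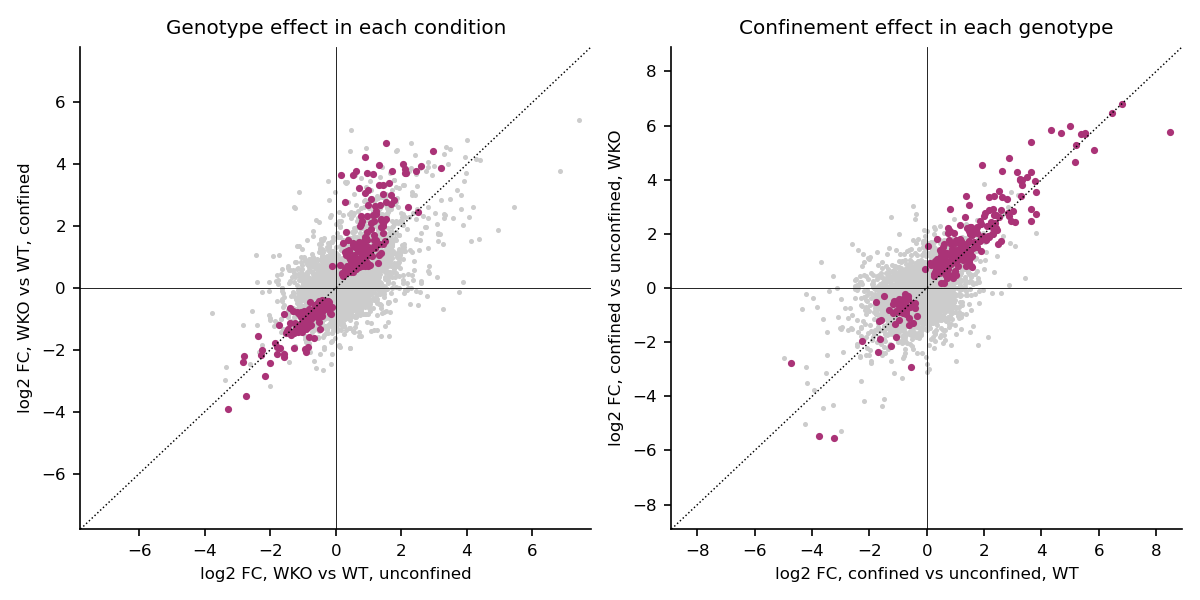
Log2 fold changes of 12455 genes: left, WKO against WT in unconfined (x) and confined cells (y); right, confined against unconfined in WT (x) and WKO (y). Coloured points passed the limma threshold in at least 1 of the 2 contrasts plotted, grey points in neither, and the dotted line marks equal effects; of the 322 genes that passed between genotypes in confined cells, 321 had the same direction in unconfined cells.

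The effect of confinement was measured in WT cells with 2 unconfined and 3 confined libraries. The labels do not say whether unconfined cells were handled in the same device without pressure. Differences after confinement in either genotype may therefore include effects of handling. In WT they may also include differences in cell composition. The normalized read counts of stromal marker genes summed to 1504.7 and 2678.5 in WT unconfined libraries. In WT confined libraries the sums were 462.8, 384.8 and 1222.7. With limma 144 genes passed, 111 higher and 33 lower after confinement, and 1523 had an unadjusted p under 0.05. Upper-quartile scaling gave 103 higher and 59 lower genes. The count ranged up to 455 when only the WT libraries were fitted and down to 20 without the mean-variance trend. The largest rises were Cxcl1, Cxcl2, Tnf, Socs3 and Gem. Cxcl1 (ENSMUSG00000029380) went from 2.87 ± 1.37 (SD, n = 2), close to the detection floor, to 1393 ± 492 (SD, n = 3; log2 fold change 8.48, SE 0.670, limma adjusted p 0.000206). Tnf (ENSMUSG00000024401) went from 70.2 ± 1.52 to 7467 ± 5270 (log2 fold change 6.47, SE 0.765, limma adjusted p 0.0026). Among the falls, Bbs10 (ENSMUSG00000035759) went from 141 ± 25.3 to 29.3 ± 9.38 (log2 fold change -2.27, SE 0.386, limma adjusted p 0.0161). Cd79b, Mtcp1, ENSMUSG00000121184 and F630028O10Rik were the other 4 genes with the largest falls, of which Mtcp1 and F630028O10Rik overlap exons of other genes and are uncertain.

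In WKO cells 214 genes passed the limma threshold, 185 higher and 29 lower after confinement, and 1758 had an unadjusted p under 0.05. Upper-quartile scaling gave 159 higher and 52 lower genes, and under that scaling the median log2 fold change of all genes was -0.116 against -0.013 as deposited. Cxcl2, Tnf, Nr4a3, Ptgs2 and Cxcl1 rose most. Ptgs2 (ENSMUSG00000032487) went from 20.9 ± 11.4 (SD, n = 2) to 1446 ± 1070 (SD, n = 3; log2 fold change 5.85, SE 0.564, limma adjusted p 0.000438). Tnf went from 78.2 ± 64.6 to 8046 ± 7990, a log2 fold change of 6.46 (limma adjusted p 0.00132). Bbs10 fell by 1.96 on the log2 scale (limma adjusted p 0.0272), and ENSMUSG00000121184, AI480526, Amn1 and Lpar6 also fell; AI480526 and Lpar6 are uncertain because they overlap exons of other genes. Of the 144 genes passing in WT and the 214 passing in WKO, 96 passed in both. All 144 WT genes had the same direction in WKO, and 213 of the 214 WKO genes had the same direction in WT. Across all tested genes the confinement effects in WT and WKO had a Pearson r of 0.618 and a Spearman rho of 0.510.

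**Figure D3:**
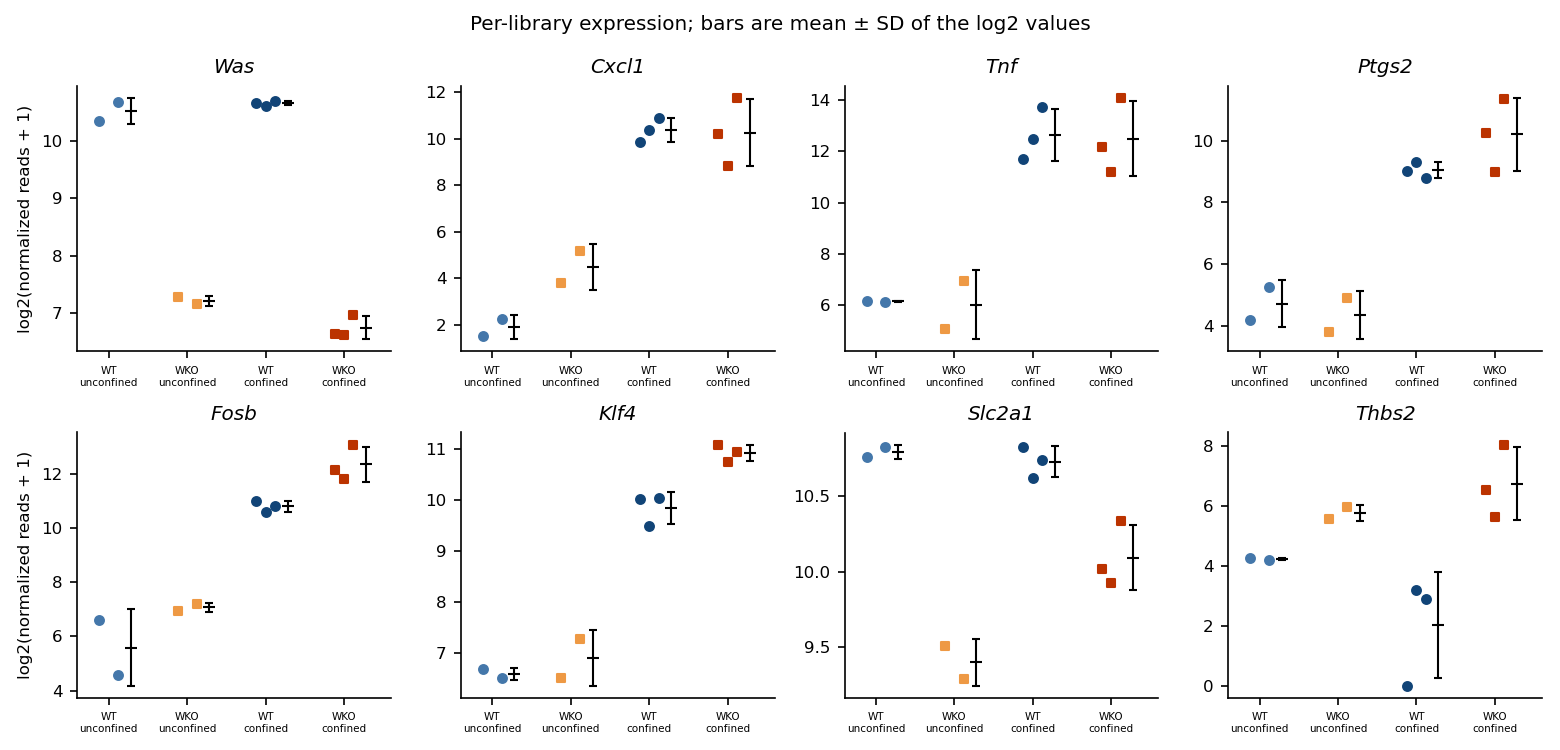
Expression of 8 genes as log2(normalized read count + 1) on the y axis, 1 point per library, with group mean ± SD of the log2 values (n = 2 for unconfined and 3 for confined groups). Was is lower in all 5 WKO libraries, Cxcl1, Tnf, Ptgs2, Fosb and Klf4 are higher in all 6 confined libraries than in the 4 unconfined ones, and Thbs2 has its highest value, 262 before the log, in WKO confined replicate 5.

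Whether WASp loss altered the response to confinement is the question of the interaction. With limma 0 genes passed, and 258 genes, or 2.07% of those tested, had an unadjusted p under 0.05. By chance alone a share of 0.05 would be expected, so that the 258 genes are no excess. The 3 genes with the smallest p were ENSMUSG00000120362, Slc2a1 and Cbx2, each with an adjusted p of 0.999. Slc2a1 (ENSMUSG00000028645) had a mean of 1772 in WT unconfined, 677 in WKO unconfined, 1696 in WT confined and 1099 in WKO confined libraries, and overlaps an exon of another gene, which leaves its count uncertain. In simulated data of this size 64 of 100 genes with a 4-fold difference in response were called. Of those with a 2-fold difference, 17 of 100 were called, so that most differences of the smaller size were not detectable there. The simulation gave all groups the same dispersion per gene. In the real data the median standard deviation of a gene was 0.265 in WKO confined libraries and between 0.123 and 0.160 in the other groups. The simulated shares may therefore not hold for the real libraries.

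Gene sets were compared with camera, with p-values adjusted over 50 tests. In unconfined cells 4 of the 10 sets passed between genotypes. Hypoxia and glycolysis genes were lower in WKO (median log2 fold change -0.34, 27 of 30 genes lower, camera adjusted p 5.67e-07), as were heat shock and unfolded protein response genes (median -0.16, 23 of 29 lower, adjusted p 0.00143) and actin nucleation genes (median -0.09, 25 of 37 lower, adjusted p 0.0156). Ribosomal protein genes were higher (median 0.10, 37 of 46 higher, adjusted p 0.0442), but not after the GC and length correction (median -0.007, adjusted p 0.838). In confined cells 2 sets passed between genotypes: hypoxia and glycolysis genes were lower in WKO (median -0.41, 23 of 30 lower, adjusted p 7.22e-06) and immediate early genes were higher (median 0.41, 30 of 30 higher, adjusted p 3.07e-05). The latter result did not hold with array weights (median -0.092, adjusted p 0.88) or without WKO confined replicate 5 (0.054, 0.129). Within these, Slc2a1 had log2 fold changes of -1.39 in unconfined and -0.63 in confined cells (limma adjusted p 0.00305 and 0.0233). Klf4 (ENSMUSG00000003032) was 930 ± 185 in WT and 1948 ± 219 in WKO confined libraries (log2 fold change 1.08, SE 0.207, limma adjusted p 0.0196).

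After confinement 5 sets passed in each genotype. Inflammatory cytokine and NF-kB target genes rose by a median of 1.69 in WT (32 of 34 genes higher, camera adjusted p 7.14e-29) and 1.84 in WKO (34 of 34 higher, 2.9e-33). Of its 34 genes 13 passed in WT and 18 in WKO, or 25 and 27 when p was adjusted over the listed genes alone. Immediate early genes rose by a median of 2.13 in WT (27 of 30 higher, 1.89e-32) and 2.18 in WKO (30 of 30 higher, 7.53e-43), with 18 and 23 of them passing singly, or 25 and 29 when adjusted over the listed genes. For p53 and DNA damage response genes the medians were 0.32 in WT (22 of 29 higher, 0.00125) and 0.36 in WKO (22 of 29 higher, 0.00026). Heat shock genes rose by 0.20 in WT (24 of 29 higher, 0.00128) and 0.20 in WKO (24 of 29 higher, 4.15e-05). Hspa1a and Hspa1b in this set share sequence at 99.2% identity and are uncertain. With fry, immediate early genes passed in WT and WKO (adjusted p 0.0273 and 0.019). By the same test p53 genes passed only in WKO (0.0701 and 0.0407). Inflammatory genes (0.0701 and 0.0539) and heat shock genes (0.198 and 0.0701) passed fry in neither. By camera, hypoxia and glycolysis genes passed in WT (median 0.09, camera adjusted p 0.0428) and ribosomal protein genes in WKO (median -0.18, camera adjusted p 0.00485). Neither result passed fry. The direction of ribosomal protein genes in WKO depended on the fit. With the replicate number as a block, which leaves WKO confined replicate 5 without influence, ribosomal protein genes passed as higher (median 0.12, camera adjusted p 0.00246). They also did so with marker scores as covariates (0.141, 0.000666). Under upper-quartile scaling the median of hypoxia and glycolysis genes in WT was 0.016 and the set no longer passed (0.0644). None of the sets named here changed direction under TMM or upper-quartile scaling. Named ribosomal protein genes share sequence with other copies and are uncertain. In the interaction, immediate early genes (median 0.66, 23 of 30 higher, adjusted p 5.87e-06) and ribosomal protein genes (median -0.19, 42 of 46 lower, adjusted p 0.000138) passed.

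Type I interferon response genes passed in 0 of the 5 contrasts; the smallest camera adjusted p was 0.0808, for WKO against WT in unconfined cells (median 0.13, 30 of 41 genes higher). The interferon gene Ifnb1, chosen after its values were seen, had 0 or 1 read in each library, which is under the detection floor of 3 reads. Sets of cytosolic nucleic acid sensing genes and of nuclear envelope and ESCRT-III genes also passed in none of the contrasts.

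The camera results depended on the correlation assumed between genes of a set. With the correlation estimated from the data 0 sets passed in any contrast, and the smallest adjusted p among the 18 results above was 0.148. Exact permutation tests of the mean log2 value of each set were chosen after the camera results had been seen. They are two-sided and average the difference over the genotypes or the conditions, so that they do not test a single contrast. With condition permuted within genotype, they gave the smallest p the 100 permutations allow, 0.01 (adjusted 0.0476 over 20 tests), for inflammatory cytokine, immediate early, p53 and heat shock genes. With genotype permuted within condition, hypoxia and glycolysis, actin nucleation and nucleic acid sensing genes reached the smallest p of the 120 permutations, 0.0167 (adjusted 0.0476). Among sets that passed camera, the permutation tests did not pass for hypoxia and glycolysis genes by confinement (p 0.04, adjusted 0.0889), heat shock genes by genotype (0.267, adjusted 0.333), immediate early genes by genotype (0.183, adjusted 0.244) or ribosomal protein genes by genotype (0.883, adjusted 0.883) or confinement (0.61, adjusted 0.678).

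**Figure D4:**
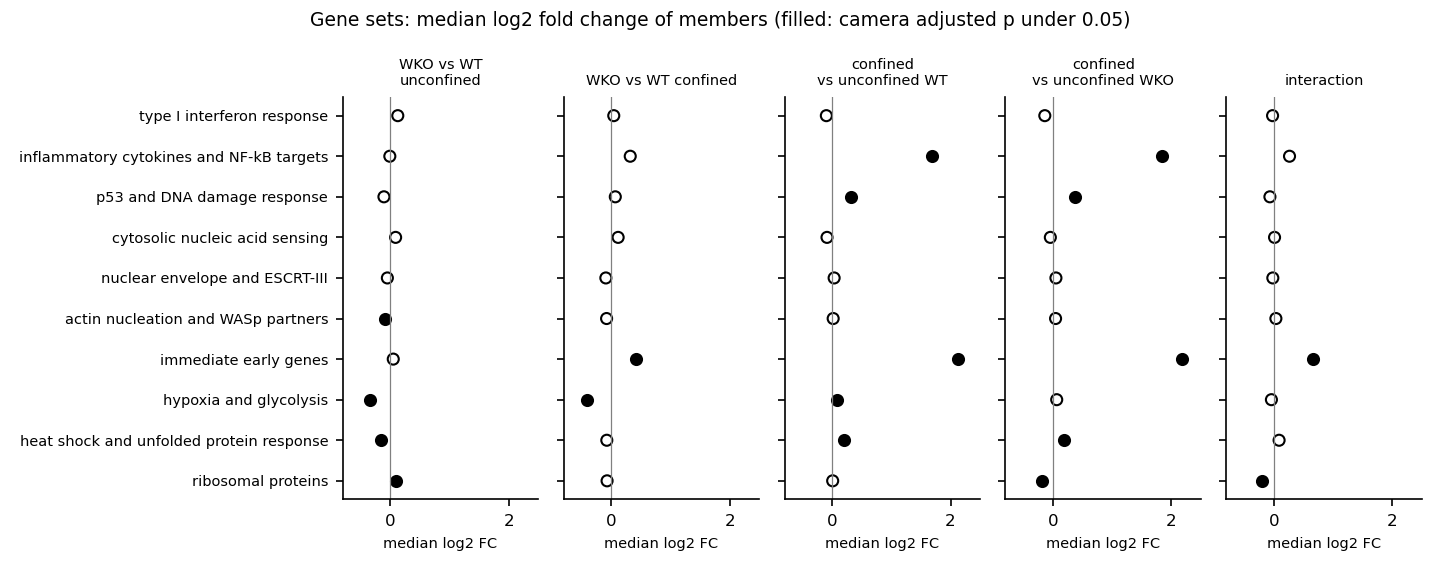
Median log2 fold change of the member genes (x axis) of 10 gene sets (y axis) in the 5 contrasts, 1 panel each. Filled points passed camera with a fixed inter-gene correlation (adjusted p under 0.05) and open points did not; the medians after confinement reach 1.69 and 1.84 for inflammatory genes and 2.13 and 2.18 for immediate early genes in WT and WKO.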

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

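Of the tests in this part, those on the estimated inter-gene correlation were chosen after the result had been seen; the others were written down before their outcome was known. The range in which a relation with depth was left undecided was set later. The interaction, which is the confinement effect in WKO minus that in WT, is the test of a difference between genotypes, and 2 gene sets passed it with camera. None of the 12455 genes passed on its own. At an unadjusted p under 0.05 there were 258, or 2.07%, which is fewer than expected by chance. Of the 95 named genes, Srf and ENSMUSG00000120362 moved in opposite directions in every library of the 2 genotypes, and neither passed (limma adjusted p 0.999 for each).

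Immediate early genes rose more after confinement in WKO than in WT, with a median interaction of 0.66 on the log2 scale over 30 genes. When the inter-gene correlation was estimated from the data (0.492 in place of 0.01), the camera adjusted p was 0.498. Permuting genotype within each condition gave as large a difference in the mean of the set in 42 of 120 permutations (splits of the libraries), an exact p of 0.35. With marker scores of stromal cells and of neutrophils and their progenitors as covariates the median became -0.086, so that the difference is also consistent with other cells in the cultures; these scores differ between genotypes and leave few degrees of freedom, and that fit cannot separate them from genotype. After correction for GC content and transcript length the set still passed (8e-06); over all alternatives its adjusted p ranged from 2.92e-13 to 0.644, the latter with array weights. Across the 6 confined libraries the deviation of the set from its group mean had a Spearman rho of 0.0857 with read depth (permutation p 0.919) and a Pearson r of 0.201 (permutation p 0.7). Without the 2 libraries farthest from the median depth r was -0.554. Leaving out single libraries gave medians between 0.29 and 0.83, the lowest without WKO confined replicate 5. Variation between libraries shared by the genes of the set therefore remains as an explanation, as do other cells in the cultures, and the pattern cannot be told apart from them.

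Ribosomal protein genes, a set chosen for having no link to the question, had a median interaction of -0.19 over 46 genes. With the estimated correlation of 0.726 the adjusted p was 0.696. As large a difference arose in 64 of 120 permutations of genotype within condition (splits of the libraries; exact p 0.533). The set still passed after the GC and length correction (0.00129), and with marker scores as covariates the median was -0.696; for the same reason as above, that fit does not exclude other cells in the cultures. Without WKO confined replicate 5 the median was -0.032 (adjusted p 0.521), and the set did not pass. With the replicate number as a block, which also leaves WKO confined replicate 5 without influence, the median was 0.056 (adjusted p 0.102). Over all alternatives the adjusted p ranged from 1.06e-26 to 0.812. Its deviation from the group mean across the 6 confined libraries had a Spearman rho of 0.6 with depth (permutation p 0.242) and a Pearson r of 0.707 (permutation p 0.11). Adjusted over the 2 relations computed, neither passes, and r was 0.0627 without the 2 libraries farthest from the median depth. Depth and other cells in the cultures cannot be excluded, and shared variation between libraries remains as a candidate explanation. A set without a link to the question passing the same test may mean that camera with a fixed correlation calls sets too readily in these data.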

How the results depend on the processing

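The direction of the Was difference held under all alternatives. It ranged from -3.47 to -3.14 in unconfined cells across the 10 fits that each left out 1 library, both ends of this range being fits without a WT unconfined library, and from -4.03 to -3.85 in confined cells. The interaction had 0 genes in all fits, with between 178 and 993 genes at an unadjusted p under 0.05.

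Counts of genes depended on the fit. In unconfined cells, the 18 genes between genotypes became 10 without a filter, 4 without the mean-variance trend, 166 with array weights, 189 with only the groups compared, 179 with DESeq2, 87 with the GC and length correction and 1 with marker scores as covariates. In confined cells, the 322 genes became 186 without a filter, 53 without the trend, 1948 with array weights, 90 with only the groups compared, 775 with DESeq2, 154 with a log2 fold change of at least 1, 666 with the GC and length correction and 1 with marker scores. For confinement in WT, the 144 genes became 20 without the trend, 419 with array weights, 455 with only the groups compared, 333 with DESeq2, 238 with the GC and length correction and 21 with marker scores. For confinement in WKO, the 214 genes became 45, 1735, 33, 486 and 322 under the first 5 of these. The edgeR test on recovered reads, of which 100% of values came out whole, called 15, 319, 116, 186 and 0 genes in the 5 contrasts, and 299 of its 319 were among the 322. With only the groups compared, 106 of the 189 genes between genotypes in unconfined cells were higher and 83 lower, against 6 and 12. The GC and length correction changed the balance between genotypes from 6 higher and 12 lower to 15 and 72 in unconfined cells, and from 172 and 150 to 223 and 443 in confined cells. Array weights gave WKO confined replicate 2 a weight of 3.74 and replicates 1 and 5 weights of 0.28 and 0.32; all but 1 of the 322 genes were among the 1948. The higher spread of WKO confined libraries enters every contrast through the shared fit, while a fit of only the groups compared leaves it out where WKO confined libraries are not compared. Beyond that the cause was not tested.

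Across the fits that each left out 1 library, the counts ranged from 7 to 141 (genotype, unconfined), from 58 to 701 (genotype, confined), from 60 to 397 (confinement, WT) and from 126 to 1043 (confinement, WKO). Fits that left 1 library in a group compared gave no count.

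Replicate numbers were checked as pairs: the deviations from group means of same-numbered libraries had correlations between -0.110 and 0.0764 over 7 pairs (mean -0.000634). With the replicate block the counts were 245, 294, 216, 222 and 0 genes, and 2 residual degrees of freedom were left; 18, 165, 103 and 162 of the genes passing in the first 4 contrasts were among them. Together with the GC and length correction they were 385, 394, 245, 245 and 0. Under the replicate block 4 gene sets passed between genotypes in confined cells. Ribosomal proteins reversed to a median of 0.12 for confinement in WKO (camera adjusted p 0.00246) and 0.056 in the interaction (0.102). With the correction as well these were 0.121 (0.0137) and 0.012 (0.684). For confinement in WKO the set therefore passed in the opposite direction in both fits. Both fits leave WKO confined replicate 5 and WT confined replicate 6 without influence, because their numbers do not recur. The former had the lowest mean log2 value of the set (11.346, against 11.958 and 11.628 in WKO confined replicates 1 and 2). These reversals cannot be read as an effect of pairing alone. The block also reversed Rps3 (confinement, WKO) to 0.017, and to 0.041 with the correction, and Rps23 (interaction) to 0.055 and 0.016.

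Between genotypes in unconfined cells and for confinement in each genotype, numbers of passing gene sets moved most with the test. In the interaction the largest move was from 2 sets to 5, without WT confined replicate 6. Between genotypes in confined cells it was from 2 to 5, with the GC and length correction. With fry 1, 1, 1, 2 and 0 sets passed in the 5 contrasts, and with camera and an estimated correlation 0 in each. Between genotypes in confined cells 4 passed with array weights and 5 with the GC and length correction. In the interaction 1 passed with marker scores. Leaving out 1 library gave from 2 to 4 sets between genotypes in confined cells and from 2 to 5 in the interaction.

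With marker scores as covariates ribosomal proteins reversed in unconfined cells (-0.635, camera adjusted p 6.22e-15) and for confinement in WKO (0.141, 0.000666), and both reversed results passed. Immediate early genes reversed between genotypes in confined cells (-0.517, 0.161) and in the interaction (-0.086, 0.394), and neither passed. Medians of sets also changed sign without a change in the direction given by camera: immediate early genes between genotypes in confined cells were at -0.092 with array weights (adjusted p 0.88), and ribosomal proteins between genotypes in unconfined cells at -0.007 with the GC and length correction (0.838, and 0.874 with the block as well). Under the covariates the following genes reversed. Between genotypes in unconfined cells these were Rpl7 (-0.071), Rps23 (-0.722) and Rpl26 (-0.147). Between genotypes in confined cells these were Serpinb9b (0.746), Fosl2 (-0.763) and Ier3 (-0.5). For confinement in WT these were Mdm2 (-0.067), Hk2 (-0.052), Canx (-0.468) and Hsp90b1 (-0.038), and in WKO Rps3 (0.079). With the GC and length correction Rpl26 went to -0.13 in unconfined cells, with and without the block, and to 0.067 for confinement in WKO. Across the fits without 1 library Rps23 between genotypes in unconfined cells ranged from -0.023 to 0.727, and Was for confinement in WT from -0.024 to 0.301, the negative values without WT unconfined replicate 1. The cause was not tested in any of these.

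Among the other values of named genes and sets, apart from fits without 1 library, 147 gene values lost the threshold, 66 gained it and 1642 kept side and direction; 43 set values lost it and 217 kept it. In the fits without 1 library, 83 gene values lost the threshold, 22 gained it, 46 moved by more than the spread and 1107 did not change. Of the set values in these fits, 6 lost the threshold and 130 did not change. Among the losses were hypoxia and glycolysis genes for confinement in WT, without WT confined replicate 2 (camera adjusted p 0.105) or 3 (0.0867). The depth limits genes near the floor of 3 reads.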

Other observations

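In this part, the tests on stromal, neutrophil and B cell markers and on Ighm were chosen after marker values had been seen, and the test with the estimated inter-gene correlation after the camera and fry results had been seen; the remaining tests were written down before their outcome was known. For genes near Was, the measure reported was changed from the p of Fisher's exact test to the percent of genes called after that p had been seen; both are given.

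More genes differed between genotypes in confined cells (322) than in unconfined cells (18), and the groups also differed in size. In the 9 ways of keeping 2 confined libraries per genotype, the median count was 153 genes (range 77 to 295) against a median of 17 for unconfined libraries in the same fits. The confined count was the larger in 9 of the 9, and over 3 times as large in 8 of them. In this shared fit the use of 3 instead of 2 samples per group therefore does not account for the whole difference. The order depends on the fit: with only the groups compared, 189 genes passed in unconfined and 90 in confined cells, and with marker scores as covariates 1 and 1. With the replicate number as a block the counts were 245 and 294. A larger count does not show a larger effect: the interaction called 0 genes, with 258 at an unadjusted p under 0.05 (2.07%, fewer than expected by chance).

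The labels of the confined libraries were also regrouped. There are 10 splits of the 6 libraries into 3 and 3, of which 6 part the pair with replicate number 2, as the real one does. Among these 6 splits, 1 gave as many genes as the real split, namely the real one itself; the other 5 gave 0 genes, with between 364 and 1070 at an unadjusted p under 0.05 against 2087. The 4 splits that keep the pair together also gave 0 genes, with between 334 and 1027 at an unadjusted p under 0.05. With 6 splits the share cannot fall under 0.05, so that this share alone does not exclude a grouping by chance. Of the 322 genes, 321 had the same direction in the unconfined libraries, which were not regrouped. Their median absolute log2 fold change there was 0.753. These values argue against a grouping by chance for these genes, but not against a difference in cell composition. For gene sets the outcome differed: 6 of the 6 splits gave at least as many passing sets as the real one, which gave 2, and the others gave 4 or 5. All 4 splits that keep the pair together gave at least 2 sets as well. The number of sets passing camera at a fixed correlation is therefore no evidence of a genotype effect in confined cells.

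The largest rises between genotypes in confined cells (Thbs2, Ccn2, Fstl1, Cxcl12 and Pdgfrb) include genes of matrix-producing cells. A hypothesis is that stromal cells in the cultures carry them. Leaving these genes out, 16 of 17 stromal marker genes had their highest value in WKO confined replicate 5. The sum of the normalized read counts of the stromal markers was 13845 there and between 1418 and 4742 in the other WKO libraries. It was 1504.7 and 2678.5 in WT unconfined libraries and between 384.8 and 1222.7 in WT confined libraries. Each of the 5 genes also had a lower mean in confined than in unconfined WT libraries. Ccn2 went from 127.6 to 15.15 in WT and from 237 to 249.6 in WKO. The rises between genotypes therefore come in part from lower values in confined WT cells. Permuting genotype within condition gave an exact p of 0.0167 for the mean stromal score, the smallest that 120 permutations can give. Without that library 127 of the 172 genes called higher in WKO in confined cells and 4 of the 5 largest rises still passed, so that the calls do not rest on it alone. Depth is not the reason in that library, which held 13.491 megareads (13491262 reads), inside the range of the others. Whether more stromal cells are a property of WKO marrow or of these cultures was not tested, and genotype cannot be told apart from cell composition here. For stromal genes in WT, confinement cannot be told apart from it either.

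Marker genes of neutrophils and their progenitors summed to between 10210 and 40785 normalized reads in WKO and between 3720 and 15131 in WT libraries. As large a genotype difference arose in 6 of 120 permutations within condition (splits of the libraries; exact p 0.05), which is not under the threshold, so that a difference by chance is not excluded. WKO confined replicate 5, the highest in stromal markers, had the lowest neutrophil sum among the WKO libraries (10209.8). In unconfined cells, however, the mean stromal scores were also higher in WKO (6.72 and 6.86) than in WT (5.60 and 6.15). The mean neutrophil scores there were 9.68 and 9.36 in WKO against 7.82 and 8.43 in WT. Whether stromal cells contribute to this difference therefore remains open. Neutrophil progenitors in the WKO cultures remain a hypothesis that these libraries do not settle.

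Ighm was higher in all 5 WKO libraries than in all 5 WT libraries. In 2 of 120 permutations within condition (splits of the libraries) the difference was as large, an exact p of 0.0167 and the smallest possible. A candidate explanation is B cells in the cultures: of 7 other B cell markers tested, 5 were higher in WKO in both conditions, among them Igkc (log2 fold change 3.77 in confined cells, limma adjusted p 0.0374) but not Ms4a1 (0.74 in unconfined and -0.19 in confined cells, adjusted p 0.937 and 0.966). The mean B cell score did not differ by the same permutation test (p 0.15). B cells, or expression of immunoglobulin genes by other cells, cannot be told apart.

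Knockout lines can carry DNA from the strain in which Was was targeted, around the targeted gene. Among the 70 tested genes nearest to Was in gene order, up to 50 on each side, 1.43% were called between genotypes in confined cells against 2.61% of the other genes (Fisher's exact p 1, two-sided), and 0 were called in unconfined cells. An excess of calls around Was was not seen.

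Hypoxia and glycolysis genes were lower in WKO in both conditions. In 2 of 120 permutations within condition (splits of the libraries) the mean of the set differed as much, an exact p of 0.0167 and the smallest possible. After the GC and length correction the set passed in both conditions, with a larger adjusted p of 2.51e-05. With marker scores as covariates the confined median was -0.498 against -0.41 (adjusted p 0.0165); since these scores differ between genotypes, that fit does not exclude other cells in the cultures. With the estimated inter-gene correlation of 0.0471 the adjusted p was 0.148 in both conditions, the largest over the alternatives, which went down to 1.03e-08 in unconfined and 3.55e-08 in confined cells. A hypothesis is that WKO macrophages express less of this program regardless of confinement. Shared variation between libraries is addressed by the permutations above and by fry, which passed in both conditions (adjusted p 0.0295 and 0.0273), while camera with the estimated correlation did not. Medium, cell density and oxygen were not analysed here.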
